A study of Mus musculus with 23 samples.

How the data were processed

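RNA was measured in cultures of mouse hippocampal neurons (strain C57Bl/6, pups of postnatal day 1) grown in microfluidic chambers, in which axons cross narrow channels into a compartment of their own. The medium held magnetic nanoparticles (MNPs) at 5 µg/ml. In the stretched cultures a magnetic field gradient of 50 T/m pulled on the particles from day in vitro (DIV) 1 to DIV 6, and in the control cultures the gradient was null. Per the labels, RNA was taken from the axonal compartment or from the cell-body side of the culture, called soma here. Per the labels' protocols, poly(A) RNA was turned into amplified cDNA with a low-input kit, with unique molecular identifiers, and sequenced as read pairs.

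The authors deposited a table of whole-number read counts per Ensembl gene ID for each of the 23 libraries, each with 55487 gene IDs followed by totals of uncounted reads. The aligner, the counting program, the genome build, the gene annotation and any use of the molecular identifiers to remove duplicate reads are not stated in the labels. No genomic coordinates are given for this reason. A separate total is kept for reads that aligned to more than 1 place, so genes with near-identical copies, which include the ribosomal protein and the mitochondrially encoded genes, may be undercounted. Ambiguous reads are also kept apart, so overlapping genes carry the same uncertainty. Gene symbols were matched by ID from a table of gene names, and 55141 of the 55487 IDs had a symbol. Transcript length and GC content were taken from the longest GENCODE transcript of each gene and used in a check only.

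Total counts ranged from 16369153 to 43048953 per library. A floor of 3 counts corresponded to between 0.0697 and 0.183 counts per 1000000 counts of the library (CPM). Floors cover counting error only, since amplified reads are not independent molecules. A fold change against a group with no library above the floor is given as a lower bound computed against the floor.

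Libraries were grouped by the labels into control axon (n = 5), stretched axon (n = 6), control soma (n = 6) and stretched soma (n = 6). Differential genes were called with edgeR 4.0.16 in R 4.3.3, using filterByExpr, TMM normalization and the quasi-likelihood F test with robust estimation, and a Benjamini-Hochberg adjusted p threshold of 0.05. Each comparison of 2 groups was fitted on its own libraries, and the interaction between stretch and compartment was fitted over all 4 groups. The standard error (SE) of a log2 fold change is its size divided by the square root of F. For 5 gene sets, a score per library was the mean of log2(TMM-normalized CPM + 1) over the set, compared by an exact two-sided permutation test. The 20 set tests were adjusted together, and so were the 4 tests on the number of genes with at least 1 count. Alternatives to these tests, shares of counts included, were not adjusted. They are said to pass at an unadjusted p under 0.05. The sets hold 86 cytosolic ribosomal protein genes, 13 mitochondrially encoded genes, 76 nuclear genes of oxidative phosphorylation (OXPHOS), 20 glial markers and 16 somatodendritic or nuclear transcripts. The score of a set counts genes without reads as 0, and 8 of the 13 mitochondrially encoded genes were counted in any soma library.

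Genes are named by a rule. Among genes with an adjusted p under 0.05, a symbol that is not a predicted-gene name, a mean of at least 10 CPM and, except for the interaction, no overlap between the group values, the 3 with the highest and the 3 with the lowest log2 fold change are named. Where no gene passed, the 3 with the smallest unadjusted p are named. Map2, Gap43, Tubb3, Actb, Gfap and Malat1 were fixed beforehand. Group values of named genes are TMM-normalized CPM within the comparison.

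The groups, tests, gene sets, naming rule and most alternatives were set before the data were examined. The alternatives were other scalings, no filter or other filters, DESeq2 1.42.0, limma 3.58.1 (voom with quality weights), a fold-change minimum, removal of mitochondrially encoded genes, total count as covariate, the replicate number as a block, all groups in 1 fit, and leaving out each library in turn. Alternatives added after the data were seen were offsets for transcript length and GC content (smooths fitted with mgcv 1.9.3), a culture batch as covariate or as a subset (batch B also without control soma replicate 4), leaving out both soma libraries numbered 4, a filter of 100 CPM in axons, and the interaction as a difference of 2 separate fits. The offsets were first run without centring and on the comparisons with axonal libraries too. There, log values of libraries with mostly 0 counts may follow which genes were missed, though this was not tested. The offsets were therefore kept for somata only and then centred. Both forms are given for somata.

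Replicate numbers come from the sample titles and are shared between groups. Whether they pair libraries was checked by the correlation of deviations from the group means. The labels give no culture batch. Soma libraries were split into 2 inferred culture batches by the level of the Y-linked gene Eif2s3y, at the widest gap in its log2 CPM. Batch A holds replicates 1, 2, 3 and 8, and batch B holds replicates 4, 5 and 6. The Y-linked gene Ddx3y did not follow this split in all controls, with 28.0 CPM in control soma replicate 4 and 24.5 CPM in control soma replicate 2. The second principal component of the soma libraries did separate the batches. Axonal libraries take the batch of the soma library with the same number and condition, and control axon replicate 7 has none. Replicate libraries were compared by chi-square over genes, and the smallest value per degree of freedom was 5.68. Amplified reads are not independent, so this statistic can exceed 1 even for equal RNA and is used only to compare pairs with each other.

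The edgeR steps were tested on simulated counts drawn from the real means and library sizes, with 200 genes changed. In somata 64% of the changed genes were recovered at 2-fold and 94.5% at 4-fold, with 3.76% and 4.55% of calls false. In axons 0% were recovered at both 2-fold and 4-fold, and the 1 call made at 2-fold was false. Scores and resampling tests used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.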

Results

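The axonal and somatic transcriptomes of mouse hippocampal neurons were profiled with and without a pulling force on magnetic nanoparticles held by the cells. There were 5 control axon, 6 stretched axon, 6 control soma and 6 stretched soma libraries. Mean depth was 25.9 ± 10.0 M counts (M stands for 1000000) (SD, n = 5) in control axons and 22.3 ± 4.65 M (SD, n = 6) in stretched axons. It was 24.3 ± 3.29 M (SD, n = 6) in control somata and 25.8 ± 3.25 M (SD, n = 6) in stretched somata.

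At this similar depth, axonal libraries contained far fewer genes than soma libraries. At least 1 count was found for 6306 ± 2248 genes in control axons (SD, n = 5) and 22916 ± 630 genes in control somata (SD, n = 6), a difference of -16609 genes (exact two-sided permutation test, p = 0.0022, adjusted p = 0.0043). In stretched cultures the numbers were 6445 ± 2037 and 23743 ± 664 genes (SD, n = 6 each), a difference of -17298 (exact permutation test, p = 0.0022, adjusted p = 0.0043). A p of 0.0022 is the smallest these permutations can give. The paired differences between libraries with the same number were -16346 genes in control (exact permutation p = 0.125, the smallest that 4 pairs can give) and -17298 genes in stretched cultures (p = 0.0312, the smallest that 6 pairs can give). Stretch changed the number of genes by 139 in axons (exact permutation p = 0.903) and by 828 in somata (p = 0.0606). With every library downsampled to the smallest total, the soma difference was 602 genes (exact permutation p = 0.026) and passed without adjustment. The mean paired difference of 887 genes did not pass (exact permutation p = 0.125), while the unpaired soma difference passed again in other fits. These were the fits without stretched soma replicate 6 (991 genes, exact permutation p = 0.0281) and without control soma replicate 3 (1041 genes, exact permutation p = 0.0152), also unadjusted.

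**Figure D1:**
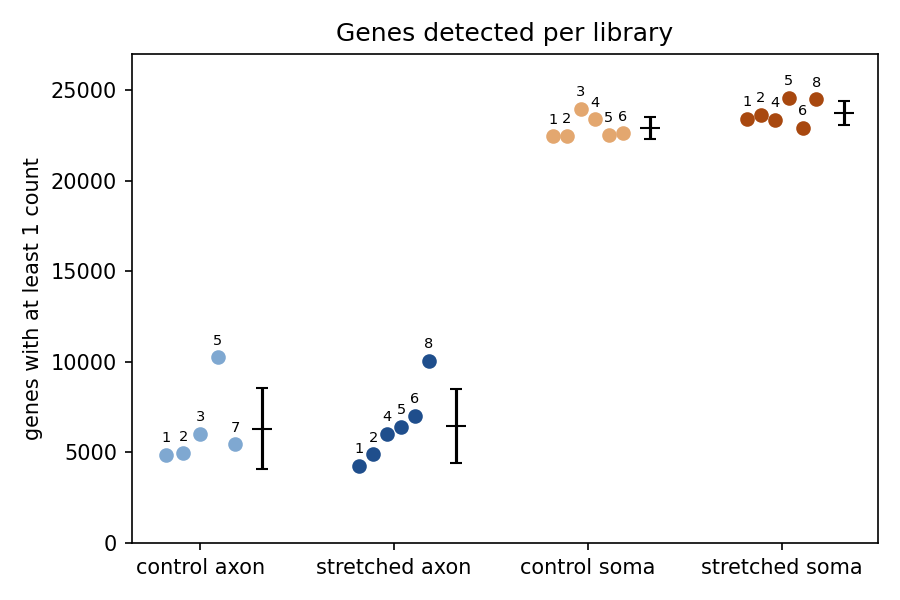
Number of genes with at least 1 count (vertical axis) in each library, by group, with the replicate number above each point and the mean ± SD beside each group. Axonal libraries lie between 4263 and 10242 genes and soma libraries between 22452 and 24575 genes.

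Replicate axonal libraries shared few genes. Of the gene IDs, 39078 had no count in any axonal library, 4212 had counts in exactly 1 and 1035 had counts in all 11. The median correlation of log2(CPM + 1) across genes between replicates was 0.225 in control axons and 0.264 in stretched axons, against 0.988 in control somata and 0.994 in stretched somata. These correlations run across genes, which are not independent replicates. Of the 2367 genes with a mean of at least 100 CPM in somata, a median of 76.1% was detected per axonal library, and of the 7162 genes with 10 to 100 CPM a median of 34.9%. The biological coefficient of variation was 2.39 in the comparison of axons and 0.240 in the comparison of somata.

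The first question was whether stretch changes RNA levels in axons. With edgeR, 0 of 4947 genes had an adjusted p under 0.05, and 46 had an unadjusted p under 0.05. Under the alternatives, DESeq2 called 18 genes, limma voom 10, and a fit over all 4 groups 3870, which was the largest move. With the replicate number as a block the count was also 0, with 41 genes at an unadjusted p under 0.05. Same-numbered axonal libraries of the 2 conditions had correlated deviations of 0.029, against -0.002 for libraries with different numbers. With culture batch as a covariate the count was 0, and 107 genes had an unadjusted p under 0.05. With no filter 4333 of 16409 genes had an unadjusted p under 0.05, and with a mean of at least 1 CPM 2898 of 11730. The count of genes that passed was 0 in both. The simulated 4-fold changes, in genes drawn at random from those tested, were not recovered at this replicate spread. The simulation does not show what could be seen for genes with a small SE, such as Actb (SE 0.27). Of 4648 genes with at least 10 CPM, 13 did not overlap between the groups, or 0.280%. Chance gives 0.433% for values without ties. Genes with no count in libraries of both groups cannot separate, so these shares cannot be compared.

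The 3 genes with the smallest unadjusted p did not pass the adjustment with edgeR, and all 3 passed with DESeq2. Tcta (ENSMUSG00000039461) had counts in 6 of 6 stretched axon libraries, at 272 ± 154 CPM (SD, n = 6), and in 0 of 5 control libraries, at least 1453-fold higher (edgeR, adjusted p = 1.00). Hccs (ENSMUSG00000031352) had counts in 5 of 5 control libraries, at 78.6 ± 78.4 CPM (SD, n = 5), and in 0 of 6 stretched libraries, at least 394-fold lower (edgeR, adjusted p = 1.00). Efna5 (ENSMUSG00000048915) had counts in 5 of 6 stretched libraries, at 251 ± 204 CPM (SD, n = 6), and in 0 of 5 control libraries, at least 1345-fold higher (edgeR, adjusted p = 1.00). These bounds cover counting error only, not molecules missed in an axonal library. Among the 6 genes fixed beforehand, 0 passed after adjustment over all genes or over the list alone. The log2 fold change was 0.33 (SE 0.78) for Map2, -0.30 (SE 0.63) for Gap43, -0.10 (SE 0.65) for Tubb3, -0.05 (SE 0.27) for Actb, -0.73 (SE 0.50) for Gfap and -0.55 (SE 0.57) for Malat1. None of the 5 set scores differed by stretch in axons, and the smallest exact permutation p was 0.145, for ribosomal proteins (difference -0.32, adjusted p = 0.242). Without stretched axon replicate 2 the ribosomal protein score differed by -0.45, which passed only without adjustment for the number of fits (exact permutation p = 0.0238).

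The second question was whether stretch changes RNA levels in somata. With edgeR, 3929 of 15632 genes had an adjusted p under 0.05, of which 1757 were higher and 2172 lower in stretched somata. This balance depended on the setting: with total counts only 2138 were higher and 1867 lower, and of the genes changed by at least 1 on the log2 scale 45 were higher and 271 lower. The alternatives that moved the count most gave 0 genes: the fit over all 4 groups (262 at an unadjusted p under 0.05) and culture batch B alone (2739 at an unadjusted p under 0.05). Same-numbered soma libraries had correlated deviations of 0.235, against -0.037 for different numbers. Every same-numbered pair lay within 1 inferred culture batch, while pairs with different numbers mixed the batches. This check therefore cannot separate pairing from batch. The fit with the replicate number as a block gave 3209 genes, of which 2763 were shared with the unblocked fit. The median absolute log2 fold change of the called genes was 0.497, and 316 called genes changed by at least 1 on the log2 scale. Within culture batch A, 4637 genes passed, 2623 higher and 2014 lower. Batch B without control soma replicate 4 gave 4462 genes, and all somata without both libraries numbered 4 gave 5667, in fits chosen after the data were seen. Of the 4618 genes called in batch A and tested in both batches, 94.2% changed in the same direction in batch B. With batch as a covariate 5304 genes passed. A test of the difference in stretch effect between batches called 0 genes, with 1247 at an unadjusted p under 0.05.

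On the first principal component of the soma libraries, which held 50.5% of the variance over 11088 genes, control replicate 4 lay at 21.1 among the stretched libraries (12.5 to 28.1), and the other 5 controls lay between -35.0 and -23.8. Without control soma replicate 4 the edgeR count was 6072 genes. The log2 fold change of stretch in somata correlated with transcript length across 15619 genes (Spearman's rho 0.457, across genes, which are not independent replicates). With offsets for length and GC content 2501 genes passed, and with the replicate block and offsets together 2057 genes.

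**Figure D2:**
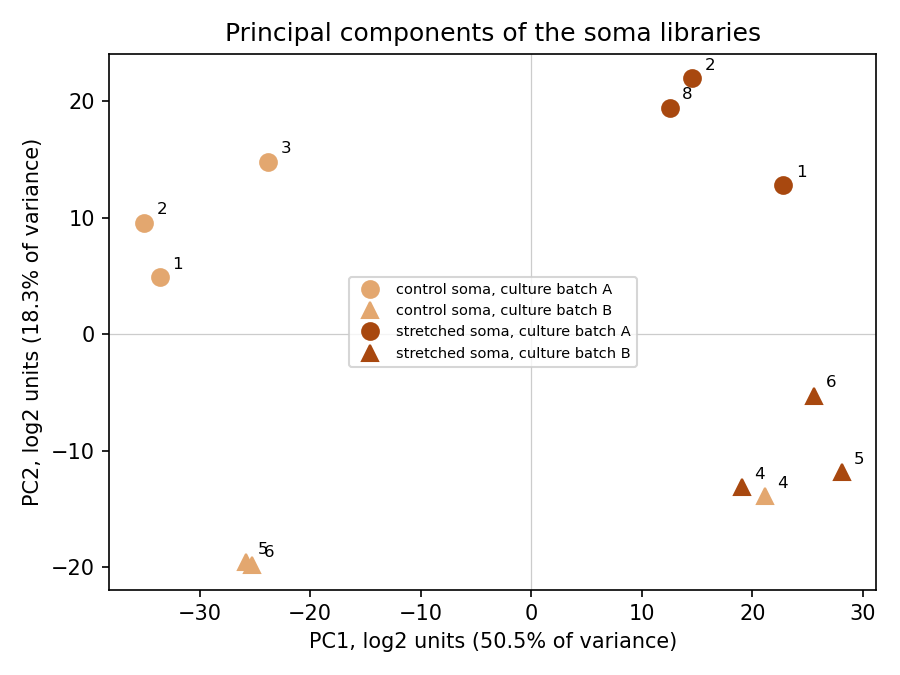
First (horizontal) and second (vertical) principal component of the 12 soma libraries in log2 units, with colour for condition, symbol for culture batch and the replicate number beside each point. The 6 stretched libraries and control replicate 4 lie above 12 on the first component, and the second, with 18.3% of the variance, separates batch A from batch B.

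The named genes with the lowest fold change were Prr7 (ENSMUSG00000034686), Yrdc (ENSMUSG00000028889) and Ybx1 (ENSMUSG00000028639). Prr7 fell from 37.6 ± 20.8 to 5.82 ± 3.87 CPM (SD, n = 6 each), a log2 fold change of -2.69 (SE 0.49, edgeR adjusted p = 0.00496). Yrdc fell from 17.5 ± 13.7 to 3.52 ± 0.591 CPM, a change of -2.32 (SE 0.47, edgeR adjusted p = 0.00761). Ybx1 fell from 257 ± 170 to 54.0 ± 18.3 CPM, a change of -2.25 (SE 0.39, edgeR adjusted p = 0.00448). Those with the highest were Scd1 (ENSMUSG00000037071), Gpam (ENSMUSG00000024978) and Igfbp3 (ENSMUSG00000020427). Scd1 rose from 305 ± 59.2 to 569 ± 116 CPM, a change of 0.90 (SE 0.14, edgeR adjusted p = 0.00293). Gpam rose by 0.86 (SE 0.17) and Igfbp3 by 0.84 (SE 0.17), with edgeR adjusted p of 0.00616 and 0.0065.

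Of the 6 genes fixed beforehand, 4 passed in somata after adjustment over all genes tested and 5 after adjustment over the list alone. The log2 fold change was -0.56 (SE 0.10) for Actb, -0.32 (SE 0.09) for Gap43, -0.27 (SE 0.09) for Tubb3, -0.96 (SE 0.26) for Malat1, 0.24 (SE 0.10) for Map2 and -0.14 (SE 0.30) for Gfap. Tubb3 did not pass with total counts only, no filter, total count as covariate or in 9 of the 12 fits that left out a library (edgeR adjusted p up to 0.111), and Malat1 did not pass with no filter (edgeR adjusted p = 0.0694). With the replicate block Gap43 (-0.29, edgeR adjusted p = 0.0753) and Tubb3 (-0.26, edgeR adjusted p = 0.0506) no longer passed. With the length and GC offsets the change of Tubb3 reversed to 0.019 and that of Gap43 was -0.069 (edgeR adjusted p = 0.497). With block and offsets together Malat1 (edgeR adjusted p = 0.0532) and Yrdc (edgeR adjusted p = 0.0888) did not pass. In the form without centring Actb did not pass either (-0.31, edgeR adjusted p = 0.0561). In batch B without control soma replicate 4 Malat1 (edgeR adjusted p = 0.115) and Gap43 (edgeR adjusted p = 0.081) did not pass, nor did Yrdc in batch A (edgeR adjusted p = 0.0541). Map2 passed with limma voom, with culture batch as covariate, in batch A, and in the 3 fits that left out control soma replicate 4 (in all somata, in batch B, or with stretched replicate 4).

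The ribosomal protein score was lower in stretched than in control somata, 6.16 ± 0.0620 against 6.66 ± 0.192 (SD, n = 6 each), a difference of -0.51 without overlap (exact permutation p = 0.0022, adjusted p = 0.0062). The mean paired difference was -0.50 (exact permutation p = 0.0625, the smallest that 5 pairs can give). Ribosomal protein genes held 1.02 ± 0.0525% of counts in stretched and 1.46 ± 0.178% in control somata. Of 81 such genes tested, 70 were lower with an edgeR adjusted p under 0.05 and 76 when adjusted over the set alone. The nuclear OXPHOS score differed by -0.40 (exact permutation p = 0.0043, adjusted p = 0.0108), and the paired difference was -0.38 (p = 0.0625). The median log2 fold change of nuclear OXPHOS genes was -0.44, and that of lists matched on level, length and GC content was -0.37. Within culture batches A and B the ribosomal protein score differed by -0.60 and -0.41, and the nuclear OXPHOS score by -0.55 and -0.25 (n = 3 each; the smallest exact permutation p possible is 0.1). The mitochondrially encoded, glial and somatodendritic scores did not pass for stretch in somata, with exact permutation p of 0.340, 0.444 and 0.645. The paired difference of the glial score was -0.15, lower in all 5 pairs (exact permutation p = 0.0625, the smallest possible). As a share of counts the mitochondrially encoded genes were higher in stretched somata, by 0.101 percentage points, and this passed (exact permutation p = 0.0022).

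The third question was how the axonal RNA differs from that of the soma. In control cultures 5196 of 14728 genes passed with edgeR, 126 higher and 5070 lower in axons, and 5287 passed with the replicate block, of which 19 were higher. In stretched cultures 4234 of 14466 genes passed, 122 higher and 4112 lower, and 7687 with the block, of which 11 were higher. More genes were higher in axons with DESeq2, 281 in control and 290 in stretched cultures, and with total counts only, 182 and 282. The correlation of deviations of same-numbered axon and soma libraries was 0.079 in control and 0.025 in stretched cultures. In both conditions 53 genes were higher and 2518 lower. Of the genes called lower, 3995 in control (78.8%) and 3172 in stretched cultures (77.1%) had no count in any axonal library of the group. The alternative that moved the counts most was no filter on low counts, with 10714 genes in control and 10931 in stretched cultures.

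In control cultures Sbf1 (ENSMUSG00000036529), Bcan (ENSMUSG00000004892) and Nacad (ENSMUSG00000041073) had no count in any axonal library. Against the floor they read at least 1720-fold, 1482-fold and 1169-fold lower in axons. Their edgeR adjusted p was 1.4e-05, 2.4e-05 and 2.0e-05. These bounds cover counting error only. The median count of detected genes was 1105 to 1655.5 across control axonal libraries, so missed molecules may also leave no count. Bcan did have counts in stretched axons, where its log2 fold change against control axons was 14.5 and did not pass. Gemin6 (ENSMUSG00000055760) was higher in axons by a log2 fold change of 2.61 (SE 0.67), Ddit4l (ENSMUSG00000046818) by 2.59 (SE 0.48) and mt-Co1 (ENSMUSG00000064351) by 2.51 (SE 0.32). mt-Co1 was at 4064 ± 2200 CPM in control axons (SD, n = 5) and 715 ± 157 CPM in control somata (SD, n = 6). In stretched cultures Shtn1 (ENSMUSG00000041362), Gpam and Dcun1d4 (ENSMUSG00000051674) had no axonal count. Against the floor they read at least 1474-fold, 1405-fold and 1339-fold lower, with the same limit. Hbegf (ENSMUSG00000024486) was higher by 3.37 (SE 0.55), Cavin1 (ENSMUSG00000004044) by 2.93 (SE 0.60) and Anxa2 (ENSMUSG00000032231) by 2.52 (SE 0.36). Of the 6 fixed genes, 1 passed in control (Actb, -1.73, SE 0.26) and 3 in stretched cultures (Map2, -1.42, SE 0.21; Tubb3, -1.98, SE 0.18; Actb, -1.46, SE 0.16), with the same numbers when adjusted over the list alone. With the replicate block mt-Co1 still passed, and the other 5 genes named as higher in axons did not pass: Gemin6 (edgeR adjusted p = 0.529), Ddit4l (0.372), Hbegf (0.145), Cavin1 (0.16) and Anxa2 (0.0685). Map2 in stretched cultures did not pass with the block either (edgeR adjusted p = 0.0629), and Gap43 passed with it in control (-1.13, edgeR adjusted p = 0.03) and in stretched cultures (-1.53, edgeR adjusted p = 0.0437). Tubb3 in control passed with DESeq2, limma voom, total count as covariate, the fit over all 4 groups and without control axon replicate 1. Gap43 also passed under other alternatives in both conditions, and Map2 in control passed with limma voom and the fit over all 4 groups. Gfap did not differ, with 11079 ± 6596 CPM in control axons (SD, n = 5) and 6962 ± 3046 CPM in control somata (SD, n = 6).

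The ribosomal protein score was higher in axons than in somata in control cultures, 7.30 ± 0.148 against 6.75 ± 0.186 (difference 0.55, exact permutation p = 0.0022, adjusted p = 0.0062), and in stretched cultures by 0.50 (exact permutation p = 0.0152, adjusted p = 0.0337). Paired differences were 0.51 in control (exact permutation p = 0.125, the smallest that 4 pairs can give) and 0.50 in stretched cultures (p = 0.0625). The mitochondrially encoded score was higher in control axons by 0.61 (exact permutation p = 0.0022, adjusted p = 0.0062), and the difference of 0.38 in stretched cultures did not pass (p = 0.0866), while the share of counts was higher by 1.40 percentage points and passed (exact permutation p = 0.013). The glial score was lower in axons by log2 differences of -2.13 in control and -2.29 in stretched cultures, and the somatodendritic score by -2.77 and -3.44 (exact permutation p = 0.0022 each, adjusted p = 0.0062). As a share of all counts the glial markers were not lower, with 1.41 ± 0.858% in control axons (SD, n = 5) and 0.829 ± 0.337% in control somata (SD, n = 6; exact permutation p = 0.167). The somatodendritic share was lower, with 0.266% in control axons and 0.381% in control somata (exact permutation p = 0.0303). In stretched cultures it was 0.192% in axons and 0.346% in somata (exact permutation p = 0.00866). The nuclear OXPHOS score did not differ in either condition (exact permutation p = 0.0584 and 0.745), while its share of counts was higher in axons.

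The last comparison was whether the response to stretch differs between compartments. The edgeR interaction over all 4 groups gave 3509 of 16113 genes, 2070 with a higher and 1439 with a lower change in axons. This balance depended on single libraries: it was 1440 higher and 2392 lower without stretched axon replicate 8, and 3667 higher and 873 lower without control axon replicate 5. With the replicate number as a block the count was 6, and with limma voom it was 0 (424 at an unadjusted p under 0.05). Taken as the difference of 2 separate fits, 2 of 4882 genes passed. Of 100 splits compared, 54 gave as many genes as the real one, which is counted among them. The genes named by the rule were Tcta, Ccdc3 (ENSMUSG00000026676) and Cyp1b1 (ENSMUSG00000024087) with the highest values and Ednra (ENSMUSG00000031616), Fam163a (ENSMUSG00000015484) and Heca (ENSMUSG00000039879) with the lowest. Each of them had no count in any library of 1 axonal group. The difference between the stretch effects on set scores did not pass for any set, with permutation p from 0.199 to 0.873 over 100000 resamples.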

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

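All tests of explanations in this part were chosen after the result was seen, and for 4 of them the outcome predicted by each explanation was written down before the test was run: equal depth in control axon replicate 5, the spread of single genes in axons, the spread of Yrdc, and the similarity of the libraries numbered 4. In 119 groups of values tested for a library far from the others, 14 values from 8 libraries stood apart, where chance gives about 5.95 values.

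Control soma replicate 4 stood apart from the other control somata in several measures. Its ribosomal protein score was 6.51 and its mitochondrially encoded score 4.99. Its log2(CPM + 1) was 9.89 for Map2, 12.7 for Actb and 7.65 for Nacad. On an axis from 0 (controls) to 1 (stretched) made from the other 10 soma libraries, it lay at 0.864, so a mislabelled sample or a control culture that took up the stretched state may be the source. An exchange of the libraries numbered 4 between the groups is not borne out, since stretched replicate 4 lay at 0.833. The inferred culture batch does not account for it: on an axis made from batch A libraries alone, the higher of controls 5 and 6 from batch B lay at 0.234 and control 4 at 0.989. Length bias does not account for it fully: the difference between control 4 and controls 5 and 6 correlated with the stretched-minus-control difference of batch A, which shares no library with it, at r = 0.733 across genes, and at 0.671 after length was removed from both. The same RNA in both libraries numbered 4 was tested by chi-square per degree of freedom between them, which was 8.84. This is above the smallest value between stretched somata, 5.68, so the criterion set beforehand was not met, yet it ranked 2 among the 66 pairs of soma libraries, and the median between stretched and control somata was 80.0. Amplified reads are not independent molecules, so the same RNA amplified separately can also exceed 1, and the values serve only to compare pairs. Shared RNA of another degree was not tested. The pattern cannot be told apart from a mislabelled sample, and the labels were kept.

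Stretched soma replicate 4 stood apart in Gap43 (10.8) and Actb (12.9 on the log2(CPM + 1) scale), both nearer to the controls than in the other stretched somata. Its position of 0.833 was the lowest of the 6 stretched libraries on the same axis, whose other libraries helped to define it. No biological explanation was tested.

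Yrdc in stretched soma replicate 2 was at 1.76 on the log2(CPM + 1) scale. Its spread lay at the 29.5 percentile of 200 genes at the same level, so a low count may account for the gap. The spread of a group does not show whether 1 library stands apart, so this is not decided.

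Control axon replicate 5 had 10242 genes, far above the other control axons, and was the deepest axonal library. Library size does not account for this: at the smallest total count 9611 genes would be found, and the gap ratio was 0.799 where 0.71 is needed. RNA from cell bodies is a candidate source. Over detected genes, its counts followed the soma level with a rho of 0.775, the highest of the 11 axonal libraries, while stretched axon replicate 8 with 10065 genes had 0.702. With 1 other axonal library of so many genes to compare, this cannot be told apart from a larger amount of axonal RNA. Gemin6 was also low in this library, at 4.32 on the log2(CPM + 1) scale.

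In axons, single libraries stood apart for Gap43 (5.75 in stretched replicate 1), Tubb3 (4.38 in control replicate 1 and 10.5 in stretched replicate 5) and Efna5 (0 in stretched replicate 4), on the log2(CPM + 1) scale. The spread of these genes and Gemin6 within their groups was at most at the 94.5 percentile of 200 genes at the same level. It was above the matched median for Tubb3 in control axons (SD 2.64 against 0.729) and Gap43 (1.79 against 0.749). For Efna5 it was near that median, and for Tubb3 in stretched axons and Gemin6 below it. Few RNA molecules per library may be the source, but the spread of a group cannot decide this. It does not show whether 1 library stands apart.

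The response to stretch differed between compartments for 3509 genes in the joint fit. Of 100 splits of conditions within compartments, with the real one counted among them, 54 gave as many genes. The count is therefore not distinguishable from regrouped libraries. Of the called genes, 80.7% had no count in exactly 1 of the axonal groups, against 4.31% of the other genes tested, so few RNA molecules per axonal library may produce these calls. The median called gene had counts in 1 axonal library. The difference is not called biological.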

How the results depend on the processing

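The length and GC offsets, the culture batches, the fits without 2 libraries numbered 4 and within batch B without control 4, the filter of 100 CPM and the difference of separate fits were chosen after the data were seen. Across 80 results and 1876 values under an alternative, 1672 kept their direction and, where the number of libraries or pairs allowed a p under 0.05, their side of the threshold, 67 were weaker, 42 stronger, 69 reversed, and 26 counts or values moved. Among these, the single named genes gave 65 weaker, 31 stronger and 40 reversed values. Unless stated, the cause was not tested.

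For stretch in axons, the count of 0 genes (46 at an unadjusted p under 0.05) became 18 with DESeq2, 10 with limma voom and 3870 with all 4 groups in 1 fit. It stayed at 0 across the 11 fits that each left out a library, with the replicate block and with the other settings. At an unadjusted p under 0.05 there were 4333 of 16409 genes with no filter and 2898 of 11730 with a mean of at least 1 CPM. The fit of all groups shares 1 dispersion between axons and somata, whose own biological coefficients of variation were 2.39 and 0.240. For stretch in somata, the same joint fit gave 0 genes (262 unadjusted).

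For stretch in somata, the count of 3929 genes was 316 with a log2 fold change of at least 1 (45 higher, 271 lower), 2501 with length and GC offsets and 2057 with the replicate block and offsets. Before centring, the offsets gave 2372 and 1991 genes, and Actb did not pass with block and offsets (-0.31, edgeR adjusted p = 0.0561). The replicate block alone gave 3209. Culture batch B alone gave 0 genes (2739 unadjusted), and 4462 without control soma replicate 4. All somata without both libraries numbered 4 gave 5667. Of the called genes 2138 were higher and 1867 lower with total counts only, and 2623 and 2014 in batch A, where the 3929 had 1757 higher and 2172 lower. With the replicate block Gap43 (edgeR adjusted p = 0.0753) and Tubb3 (0.0506) no longer passed, and with block and offsets Malat1 (0.0532) and Yrdc (0.0888). Tubb3 also failed with total counts only (0.0733), no filter (0.0651), total count as covariate (0.0582) and in 9 of the 12 fits that left out a library, Malat1 with no filter (0.0694) and in batch B without control 4 (0.115), and Yrdc in batch A (0.0541). Gap43 failed in batch B without control 4 too (0.081). Map2 passed with limma voom (0.0161), batch as covariate (0.0238), in batch A (0.00759), without control soma replicate 4 in all somata (0.00235) and in batch B (0.0103), and without both libraries numbered 4 (0.00444). Leaving out each library gave 2666 to 6072 genes, the highest without control soma replicate 4. With the offsets Tubb3 reversed to 0.019 (0.034 with the block, and 0.030 and 0.041 before centring). Gfap reversed to 0.0094, 0.067, 0.022 and 0.075 in the same order, and ranged from -0.27 to 0.064 across the fits that left out a library.

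For axon against soma, no filter gave 10714 genes in control and 10931 in stretched cultures, and limma voom 9798 and 10084. The replicate block gave 5287 and 7687, with 19 and 11 higher in axons against 126 and 122 without it, and of the 6 genes named as higher only mt-Co1 passed. The number higher rose to 281 and 290 with DESeq2 and to 182 and 282 with total counts only. Gap43 passed with the block in both conditions. In control it also passed with DESeq2, limma voom, total count as covariate and without control axon replicate 1 or 5. In stretched cultures Gap43 also passed with limma voom, all 4 groups in 1 fit and without stretched axon replicate 1. Map2 in control passed with limma voom and all 4 groups in 1 fit. Tubb3 in control passed under 5 alternatives, among them DESeq2 and the fit without control axon replicate 1. Leaving out each library gave 4542 to 8151 genes in control and 4174 to 6499 in stretched cultures. Total counts in place of TMM moved the median log2 fold change of all genes from -1.40 to -1.27 in control and from -1.13 to -0.73 in stretched cultures. Other settings moved it further: to -8.10 and -8.46 with the replicate block, -6.64 and -6.40 with limma voom, -5.12 and -4.03 with total count as covariate, -2.48 and -2.27 with no filter, and in control to -5.98 without control axon replicate 5. With total counts, Malat1 reversed to 0.074 in control and Gfap to 0.36 in stretched cultures. Gfap there was also 0.054 with total count as covariate. Malat1 in stretched cultures reversed to -0.0011 with a mean of at least 1 CPM, -0.31 with limma voom, -0.30 with the block and -0.032 without libraries whose files carry an identifier of another form. Leaving out each library gave -0.54 to 0.054 for Malat1 in control, -0.60 to 0.35 for Malat1 and -0.52 to 0.024 for Gfap in stretched cultures.

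The interaction count of 3509 fell to 1464 with DESeq2, 1947 with total count as covariate, 6 with the replicate block, 2 as a difference of separate fits and 0 with limma voom (424 unadjusted). Leaving out each library gave 3272 to 4540. The balance of 2070 higher and 1439 lower turned to 1440 and 2392 without stretched axon replicate 8 and to 1431 and 2311 without the libraries of the other identifier. None of the 6 named genes passed with limma voom, and 4 of them did not pass with the block.

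For named genes in axons, Tubb3 reversed under stretch to 0.28 with limma voom, 0.15 with total count as covariate, 1.05 with the replicate block and 0.066 without the libraries of the other identifier. Actb reversed to 0.0057 with DESeq2 size factors, 0.0057 with DESeq2 and 0.00023 with all groups in 1 fit. Leaving out each library gave -0.41 to 0.075 for Tubb3 and -0.18 to 0.22 for Actb.

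Set scores on stretch in axons changed sign in paired differences (the replicate block) for the mitochondrially encoded set (0.14) and nuclear OXPHOS (-0.40), and the glial score moved to -1.01. Nuclear OXPHOS was also -0.086 as a share of counts (percentage points) and -0.13 without the libraries of the other identifier. Leaving out each library gave -0.45 (without stretched replicate 2, which passed, exact permutation p = 0.0238) to -0.20 for ribosomal proteins, -0.21 to 0.10 for the mitochondrially encoded set, -0.084 to 0.20 for nuclear OXPHOS and -0.51 to 0.079 for glial markers. In somata, the mitochondrially encoded set was higher by 0.101 percentage points as a share of counts, which passed, and -0.014 in batch A. The glial score was -0.15 in paired differences, lower in all 5 pairs. The somatodendritic score was 0.019 in paired differences and 0.069 in batch B, with -0.072 to 0.0030 across the fits that left out a library. Nuclear OXPHOS was -0.55 in batch A and -0.25 in batch B, each too small to pass the threshold by permutation. The ribosomal protein score lay between -0.60 and -0.41 under every alternative run in somata, of which the culture batches and the paired differences are too small to pass by permutation.

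For set scores of axon against soma in stretched cultures, ribosomal proteins were weaker with a pseudocount of 0.1 (0.41) and in paired differences (0.50), and the mitochondrially encoded share was 1.40 percentage points higher, which passed (exact permutation p = 0.013), with scores of 0.21 to 0.51 when each library was left out, the highest of which passed (exact permutation p = 0.0022). Nuclear OXPHOS in control was -0.44 with a pseudocount of 0.1 and 0.593 percentage points higher as a share, with -0.34 to -0.22 when each library was left out, which passed without control axon replicate 3, control axon replicate 5 or control soma replicate 4. In stretched cultures it was 0.019 with DESeq2 size factors and 0.857 percentage points higher as a share, with -0.21 to 0.069 when each library was left out. Glial markers as a share were 0.582 and 0.136 percentage points higher in axons of control and stretched cultures, where their score was lower.

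Genes detected under stretch reversed in axons to -802 without the libraries of the other identifier and -1498 in paired differences, with -585 to 1123 when each library was left out. In somata the difference was 602 after downsampling, which passed, 887 in paired differences (exact permutation p = 0.125) and 661 to 1041 when each library was left out, which passed without stretched replicate 6 (991) or control replicate 3 (1041). For stretch in axons, 0% of the simulated 2-fold and 4-fold changes were recovered.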

Other observations

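All tests in this part were chosen only after the results were seen. For the splits of libraries, the real split was compared with splits that part as many same-numbered pairs.

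For stretch in axons, 80 of 80 splits gave at least 0 genes, which cannot come out otherwise and tells nothing about the grouping. Of them 35 gave at least the 46 genes found at an unadjusted p under 0.05. The biological coefficient of variation of 2.39 suggests that few RNA molecules per axonal library limit this comparison, since the same fit in somata had 0.240 and recovered simulated changes. The result says that changes were not seen, not that they are absent.

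For stretch in somata, 2 of the 32 splits gave as many genes. The other one exchanged control replicate 4 with stretched replicate 4 and gave 4280 genes, and the median of the other splits was 0 (290 at an unadjusted p under 0.05). The share of splits is therefore not under 0.05. Since both libraries numbered 4 lie on the stretched side (0.864 and 0.833 on the axis from control to stretched), a similar count after this exchange says nothing about the other 10 libraries. Without both, 5667 genes passed. Library size does not remove the calls (3094 genes with total count as covariate), and neither does culture batch (5304 genes with batch as covariate). The smaller share of counts in the top 50 genes of stretched somata would shift all other genes by 0.0203 on the log2 scale. Length and GC bias may account for a part: with the replicate block and offsets 2057 genes passed, of which 1479 were called without them. Genes higher in stretched somata had a median transcript length of 4808 bases and genes lower 2026 bases. The correlation of a library's deviations with transcript length was 0.376 ± 0.0721 in stretched and -0.271 ± 0.352 in control somata (SD, n = 6 each; exact permutation p = 0.013). Whether length itself is part of the response, or of the library preparation, was not tested.

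For axon against soma, 1 of 48 splits in control and 1 of 32 in stretched cultures gave as many genes, in each case the real one. Since most genes called lower had no axonal count at all, the number missed by low complexity was not separated from true absence.

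Ribosomal protein genes were both relatively enriched in axons and lower in stretched somata, and gene length bias was tested for each by 10000 lists matched on level, length and GC content. In axons their median log2 fold change against somata was 0.85 in control, where 95% of the lists lay between -0.30 and 0.11, and 0.93 in stretched cultures, where 95% lay between -0.18 and 0.21. In stretched somata it was -0.60, with 95% of the lists between -0.43 and -0.31. Length bias thus does not account for these differences fully, though matched genes fell as well, by 0.38. For nuclear OXPHOS genes in stretched somata the median was -0.44, with 95% of the lists between -0.43 and -0.31 around -0.37, so they lay just outside the range and length bias may account for most of their fall. A hypothesis is that ribosomal protein transcripts respond apart from other short transcripts. Paralogs and pseudogenes remain as sources that were not excluded, so the pattern is not called biological.

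Glial transcripts were counted in axonal libraries. Gfap had counts in 11 of 11, at 2867 to 20253 CPM. RNA from glial cells in the axonal compartment is a candidate source: the median marker was counted in 4 axonal libraries, at the 84.4 percentile of matched lists. The markers were thus not counted less often than genes of their level in somata. Lists matched on the soma level cannot show how glial transcripts reached the axonal compartment, so the test leaves the source open. Genes called higher in axons were not tested for a glial source.

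The share of reads outside annotated genes was lower in stretched than in control axons, 4.82 ± 0.550% (SD, n = 6) against 6.67 ± 1.34% (SD, n = 5; exact permutation p = 0.0195, adjusted p = 0.0584 over 6 tests). In somata this share went the other way, 4.67 ± 0.901% in stretched against 3.81 ± 0.582% in control (SD, n = 6 each). It did not pass there (exact permutation p = 0.0866, adjusted p = 0.13). Ambiguous reads were fewer in stretched somata, 4.69 ± 0.211% against 5.05 ± 0.187% (SD, n = 6 each; exact permutation p = 0.0065, adjusted p = 0.039).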
